A study of Homo sapiens with 6 samples. Its data were reported in "Breast cancers that disseminate to bone marrow acquire aggressive phenotypes through CX43-related tumor-stroma tunnels" (2024).

How the data were processed

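Total RNA was measured in 6 libraries of MCF7 cells, 3 that stably expressed full-length GIV and 3 controls. Per the labels, the libraries were stranded and paired-end, made with a ribosomal RNA depletion kit, and abundances were estimated with kallisto 0.45.0. The deposited values are log2(TPM + 1) per gene, which the authors derived from the kallisto estimates. The unit was read from the values, since the back-transformed values of each library add up to between 974419 and 987520. Rows that are 0 in every library are absent from the table. Genome build, transcript annotation and the step from transcripts to genes are not stated in the labels. Against GENCODE release 29 (GRCh38), 99.0% of the rows had a matching symbol, and positions and gene types were taken from that release. TPM is relative to the library, so a transcript that takes a larger share lowers all others, and the depth of each library is not kept, so counting intervals cannot be given. The growth label of these samples describes another breast cancer line, and the culture conditions were therefore taken from the series description and the sample titles.

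Rows that share a symbol were summed in linear units, which removed 1828 rows and left 40665 symbols. Groups and replicate numbers came from the titles. Genes with at least 1 TPM in at least 3 libraries (17058) were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, using the mean-variance trend and robust moderation, with group as the only term, and p was adjusted by Benjamini-Hochberg over genes tested. A gene was called at an adjusted p below 0.05. Fold changes are differences of log2 means, MCF7-GIV minus control, with the limma standard error, and TPM are given as mean ± SD over 3 libraries. For single genes an exact permutation test over all assignments of 3 against 3 libraries was run as well, whose smallest two-sided p is 0.1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

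Gene lists were of 3 kinds: 26 lists written by hand before the data were examined, 6 lists that the study made from its co-culture experiments, and 2 lists that it picked on these libraries. Each was tested against other genes with camera, at a preset correlation of 0.01 and at an estimated correlation, and on its own with fry, a rotation test against no change of whether its genes move on balance in a single direction. List p values were adjusted over the hand-made lists with at least 3 tested members, and over the 8 lists of the study separately. The interferon list was written after the study's picked genes had been read, so the overlap is counted. The number of members with every MCF7-GIV value above every control value was compared with all genes tested by a one-sided hypergeometric test. It was also compared with 10000 random lists drawn from 20 expression bins. Both treat genes as independent, and the random lists draw genes and do not permute libraries. The text names *CCDC88A*, the 12 largest increases and decreases among called genes without overlap, a mean of at least 1 TPM in the higher group and a proper gene symbol, up to 4 called members of each list with the smallest p, genes the study named, and up to 3 abundant members that did not pass in lists that are led with.

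The procedure was tested on simulated data made from the deposited values, in which 16603 genes were tested. Noise was drawn independently for each gene and library, without effects shared by the genes of a library, so the rates may not hold for the deposited values. It called 22.9% of genes raised 1.5-fold, 70.0% of those raised 2-fold, 95.9% of those raised 4-fold and 73.9% of those lowered 2-fold, and 13 unchanged genes, which were 9.29% of all calls. Alternatives fixed before the data were examined were limma without trend or without robust moderation, quantile normalization, median centring, library totals without the 20 most abundant genes and mitochondrial transcripts, no filter, a filter of 5 TPM, pseudocounts of 0.1 and 5, the replicate number as a block, stricter thresholds, and leaving out each library. Alternatives added after seeing the data were protein-coding genes alone, the level of 5 small structured RNAs as a covariate, and separation over all list members in the table. No library was left out of the reported values.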

Results

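RNA sequencing compared MCF7 cells, an estrogen receptor-positive human breast cancer line, with MCF7 cells that stably expressed full-length GIV, the signalling scaffold encoded by *CCDC88A*. The comparison bears on genes that change when MCF7 cells touch bone marrow mesenchymal stem cells (MSCs), and on which of them differ in MCF7-GIV cells kept apart from MSCs. There were 6 libraries of total RNA, 3 from MCF7-GIV and 3 from MCF7 control cells, grown overnight without serum or estrogen in 25 mM glucose. The labels do not say whether the 3 libraries of a group came from separate cultures, so the replicates may be technical. Each group was 1 cell population, so a difference between the populations that does not depend on GIV is included in every value. Levels were deposited as log2(TPM + 1), where TPM is the abundance of a transcript scaled to the total of its library, and the depth behind each library is unknown. The values of a library added up to between 974419 and 987520 TPM. The table held 42493 rows with 40665 gene symbols, of which 17058 genes reached 1 TPM in at least 3 libraries and were tested.

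The groups were alike over most genes and differed in the composition of the RNA. Pearson correlations across the tested genes, which are not independent replicates, ran from 0.976 to 0.983 within a group and from 0.972 to 0.978 between groups. The first principal component held 32.0% of the variance and parted the groups, and the second held 24.0%. The non-coding locus *AD000090.1* took 2.15%, 2.76% and 2.67% of all TPM in MCF7-GIV replicates 1 to 3, and 1.35%, 0.235% and 0.740% in the controls. The small structured RNAs *RN7SL1*, *RN7SL2*, *RN7SK*, *RMRP* and *RPPH1* were each higher in all 3 MCF7-GIV libraries than in any control. Mitochondrial transcripts took 32.1%, 28.4% and 27.7% of the TPM in MCF7-GIV and 33.1%, 36.8% and 31.1% in the controls.

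*CCDC88A* (chromosome 2, 55287842 to 55419895, GRCh38) was at 37.9 ± 3.52 TPM in MCF7-GIV cells and 0.983 ± 0.222 TPM in controls (mean ± SD, n = 3 each). The log2 values were 5.29, 5.14 and 5.41 in MCF7-GIV replicates 1 to 3, and 0.90, 1.16 and 0.88 in the controls. The log2 fold change was 4.30 (SE 0.12), which is 19.7-fold on TPM + 1, with an adjusted p of 2.74e-06 in limma. An exact permutation test of the 3 against 3 gave a two-sided p of 0.1, the smallest that this design allows. The values count all transcripts of the gene, so vector-derived and endogenous *CCDC88A* RNA are not told apart. Of 6 genes of the *CCDC88* and *HOOK* family tested, *CCDC88A* alone was called, over all genes and adjusted over the list alone. Its close relatives had log2 fold changes of −0.30 (*CCDC88B*, adjusted p = 0.447) and 0.06 (*CCDC88C*, adjusted p = 0.851), and the family as a list passed by rotation (adjusted p = 0.000134) but not with camera (adjusted p = 0.0926 with the preset correlation, adjusted p = 0.543 with an estimated correlation). The list includes *CCDC88A*, the gene put into the cells, and was not tested without it, so its pass says nothing about the other members.

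*HBD*, the delta-globin gene, had the largest difference of all genes tested (chromosome 11, 5232678 to 5243657). Its level was 55.3, 45.4 and 54.2 TPM in MCF7-GIV replicates 1 to 3 and was listed at 0 in the 3 controls, against which no fold is given. The adjusted p in limma was 2.73e-07, and the exact permutation p was 0.1. Globins carry oxygen in red cells and are not usual products of breast epithelium, and the neighbouring globin genes *HBG1*, *HBG2* and *HBE1* did not exceed 0.196 TPM in any MCF7-GIV library.

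**Figure D1:**
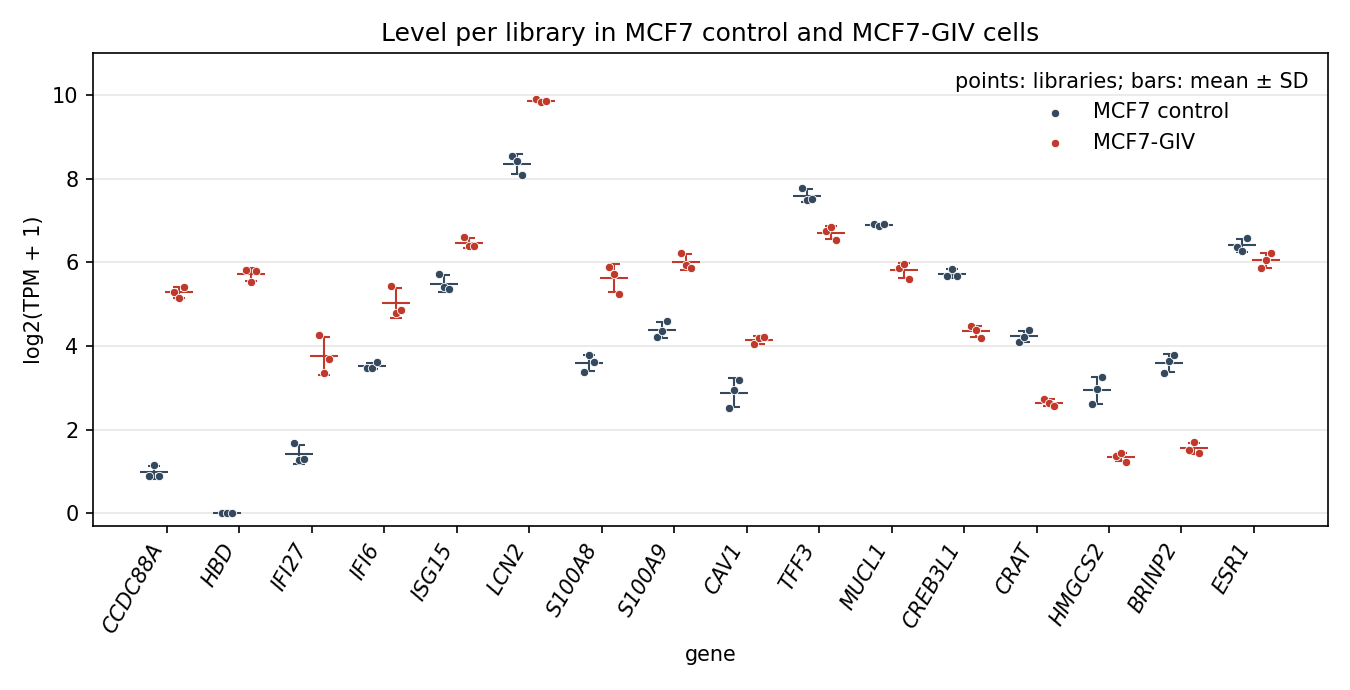
Levels of 16 genes in each library as log2(TPM + 1), with the mean ± SD of the 3 MCF7-GIV and the 3 MCF7 control libraries. *CCDC88A* lay between 5.14 and 5.41 in MCF7-GIV and between 0.88 and 1.16 in controls, and *HBD* was listed at 0 in the controls.

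On the values as deposited more genes were called higher than lower, a balance that depends on the scaling, and the largest increases beside *CCDC88A* and *HBD* included *IFI27*, *S100A8* and *COL4A5*, the largest decreases *BRINP2*, *HMGCS2* and *CRAT*. Limma called 204 genes higher and 108 lower at an adjusted p below 0.05, and 74 and 33 of these differed at least 2-fold. The increases included *IFI27*, an interferon-induced gene (log2 fold change 2.35, SE 0.23, 5.11-fold on TPM + 1), and the S100 genes *S100A8* (2.02, SE 0.18) and *S100A9* (1.62, SE 0.13), whose products form calprotectin. The basement membrane collagen gene *COL4A5* (2.11), the fibril-associated collagen gene *COL12A1* (1.55), the endothelial sialomucin gene *EMCN* (2.02), the pseudogene *NMRAL2P* (1.83) and the squamous envelope gene *SPRR1B* (1.57) were also higher. *XIST*, the non-coding RNA of X inactivation, had a log2 fold change of 2.64. *UGT1A6* had 2.53, but it shares exons with the other *UGT1A* genes, so the reads may belong to another member of that locus.

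The largest decrease was in *BRINP2* (log2 fold change −2.04, SE 0.14, 1.93 ± 0.267 against 11.1 ± 1.75 TPM, n = 3 each). *HMGCS2*, the mitochondrial enzyme of ketone body synthesis (−1.60), *CRAT*, carnitine acetyltransferase (−1.58), and *HSD17B13*, a lipid droplet enzyme (−1.06), were lower. So were the transcription factor genes *CREB3L1* (−1.38), *BHLHE41* (−1.27) and *ARNT2* (−1.08), and *MUCL1*, a small mucin of breast epithelium (−1.09). *UPK3A* (−1.14), *ITIH2* (−1.14), *TMEM139* (−1.10) and *PTPRN2* (−1.09) complete the 12 largest. Single libraries ended the calls of *BHLHE41* (without MCF7-GIV replicate 1 or 3 or control replicate 2 or 3, adjusted p up to 0.109), *PTPRN2* (MCF7-GIV replicate 1 or 2 or control replicate 2, up to 0.0920), *UPK3A* (MCF7-GIV replicate 1 or 2, up to 0.0697) and *TMEM139* (control replicate 2, 0.0607).

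All 312 called genes parted the groups without overlap. Over all genes tested, 12.7% had every MCF7-GIV value above every control value and 8.79% below, 21.5% together, where chance gives 10% (5% each way). A division of the libraries that ignores GIV came close: MCF7-GIV replicate 1 with controls 1 and 2 against the other 3 libraries left 19.3% of the genes without overlap, but limma called at most 3 genes in any division other than the real one. At the study's thresholds, a log fold change of at least 2 (taken here as log2, since no base is stated) with an adjusted p below 0.05, 12 genes were higher and 1 was lower. The balance of directions followed the scaling, with 65.4% of calls higher on the values as deposited, 53.4% after quantile normalization (242 higher, 211 lower), 51.1% after median centring (211 and 202), 51.9% when the most abundant transcripts were left out of the library totals (209 and 194), and 52.7% when only protein-coding genes were kept (367 and 329). At an unadjusted p below 0.05 in limma the balance, toward higher as deposited, turned to 1609 higher and 1723 lower after quantile normalization, 1556 and 1693 after median centring, and 1568 and 1797 without the most abundant transcripts in the totals. Without MCF7-GIV replicate 1, 2 or 3 the calls were 73, 66 or 74 higher and 51, 43 or 58 lower, and without control replicate 2 they were 74 and 20. With the level of the 5 small structured RNAs as a covariate, which follows the groups closely, limma called *CCDC88A* and *HBD* higher and 0 genes lower (337 higher and 316 lower at an unadjusted p below 0.05).

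**Figure D2:**
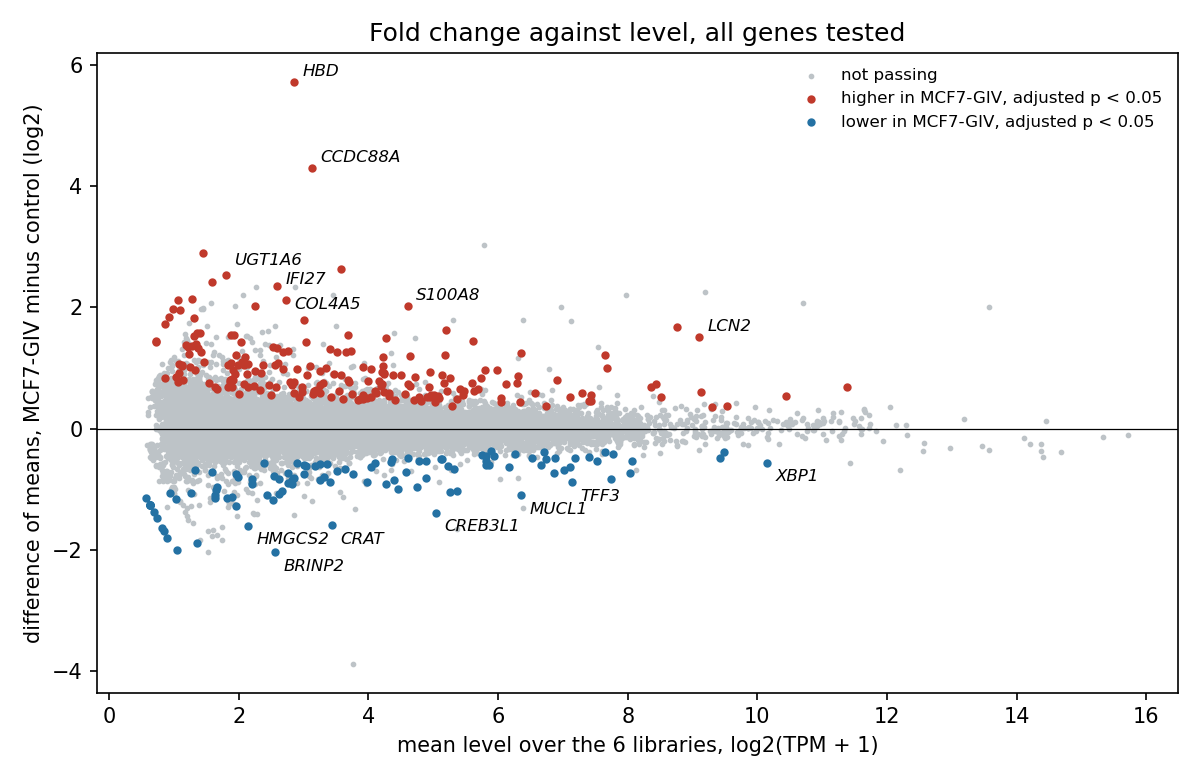
Difference of the group means (MCF7-GIV minus control, log2) against the mean level over the 6 libraries for the 17058 genes tested. Red points are the 204 genes called higher and blue points the 108 called lower, and *HBD* is plotted against controls listed at 0.

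As a list, interferon-stimulated genes were higher than other genes with a preset correlation (adjusted p = 2.73e-13) and higher by rotation, a test against no change (adjusted p = 0.00362), but did not pass when the correlation was estimated (adjusted p = 0.0871 with an estimated correlation). With the small structured RNAs as a covariate the list passed with the preset correlation (median 0.395), while limma called 0 of the 52 interferon and NF-kB genes together (15 at an unadjusted p below 0.05). Of 34 tested, 6 were called higher and 0 lower over all genes, and 22 higher and 0 lower adjusted over the list alone, with a median log2 fold change of 0.43. *IFI27* (2.35), *IFI6* (2.83-fold on TPM + 1, 32.1 ± 8.61 against 10.5 ± 0.596 TPM), *ISG15*, a ubiquitin-like modifier (0.97), and *IFITM3*, a restriction factor (0.58), were called. *LY6E* (−0.19, adjusted p = 0.320), *IFITM1* (0.38, adjusted p = 0.0711) and the signal transducer gene *STAT2* (0.00, adjusted p = 0.995) were not called. All 3 MCF7-GIV values lay above all 3 control values for 25 members, against 12.7% of all genes tested and a chance share of 5%. The study picked 14 of the 50 listed genes on these libraries, so their direction is not independent evidence. Without them 22 were tested, with 3 called higher, 12 higher adjusted over the list alone and a median of 0.37. The call of *IFITM3* ended without MCF7-GIV replicate 1 or 2 or control replicate 2 (adjusted p up to 0.0620).

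Genes of NF-kB signalling and inflammation had a median log2 fold change of 0.47. Of 18 tested, 5 were called higher and 0 lower (8 and 0 adjusted over the list alone). *LCN2*, the siderophore-binding protein lipocalin 2, went from 327 ± 50.7 to 927 ± 23.3 TPM (log2 fold change 1.51, SE 0.11, adjusted p = 0.00119). *CFB*, complement factor B, had 1.25, *S100A8* 2.02, *S100A9* 1.62 and *TNFAIP2* 0.53. The feedback inhibitor gene *NFKBIA* (0.19, adjusted p = 0.255), *BCL3* (0.01, adjusted p = 0.969) and *NFKB2* (0.17, adjusted p = 0.339) were not called. The list passed with the preset correlation (adjusted p = 2.89e-09) and by rotation (adjusted p = 0.00313), but not with camera when the correlation was estimated (adjusted p = 0.0871 with an estimated correlation). Of its genes 3 were picked by the study on these libraries. The call of *TNFAIP2* ended without any library but control replicate 1 (adjusted p up to 0.137).

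Antigen presentation genes and basal breast markers also passed with the preset correlation (adjusted p = 4.74e-05 and adjusted p = 5.00e-06) and by rotation (adjusted p = 0.0168 and adjusted p = 0.0221), but not with an estimated correlation (adjusted p = 0.403 and adjusted p = 0.543). Of 14 antigen presentation genes 0 were called over all genes (9 higher and 1 lower at an unadjusted p below 0.05, and the same numbers adjusted over the list alone), with a median log2 fold change of 0.34. The class I light chain gene *B2M* had 0.38 (adjusted p = 0.0646), *PSME2* −0.00 (adjusted p = 0.999) and the chaperone gene *CALR* −0.30 (adjusted p = 0.101). Of 20 basal or triple-negative markers listed, 19 were in the table and 11 were below the filter, so most of the set was not tested. Of the 8 tested, 4 were called higher and 0 lower (5 and 0 adjusted over the list alone), with a median of 0.57. The 4 called were *CAV1*, caveolin 1 (1.26, 16.7 ± 1.11 against 6.51 ± 1.69 TPM), *ANXA1*, annexin A1 (1.11), the laminin chain gene *LAMB3* (0.70) and the hyaluronan receptor gene *CD44* (0.52). *FOXC1* (0.11, adjusted p = 0.691), *CAV2* (0.23, adjusted p = 0.592) and *FOSL1* (0.12, adjusted p = 0.877) were not called. Of these genes 2 and 3 had been picked by the study on the same libraries. Without the picked genes 5 basal markers were tested, with 1 called higher (2 adjusted over the list alone) and a median of 0.227, and the tested antigen presentation genes were the same 14. The call of *CD44* ended without any MCF7-GIV library or control replicate 2 (adjusted p up to 0.0974), and that of *LAMB3* without any library but control replicate 3 (up to 0.155).

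The 13 mitochondrially encoded genes had a median log2 fold change of −0.28. Limma called 0 of them (7 lower at an unadjusted p below 0.05, and 7 lower adjusted over the list alone), and *MT-CO1* (−0.14, adjusted p = 0.556), *MT-CO2* (−0.11, adjusted p = 0.658) and *MT-CO3* (−0.39, adjusted p = 0.111) were the most abundant. The list passed with the preset correlation (adjusted p = 1.00e-06) and in no other set test (adjusted p = 0.618 with an estimated correlation, and 0.164 by rotation). As for the interferon, NF-kB, antigen presentation and basal lists, the small structured RNAs differed between the same libraries, and with their level as a covariate its median was −0.02.

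**Figure D3:**
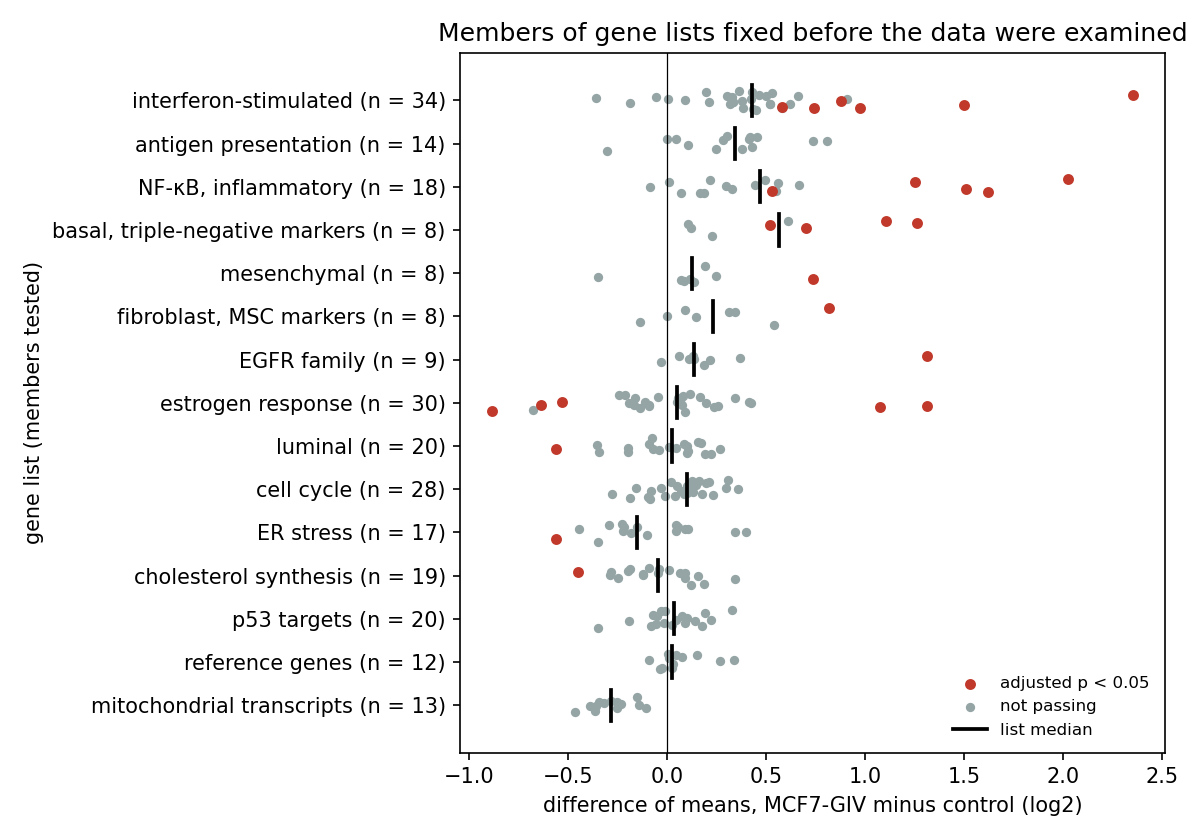
Difference of the group means (MCF7-GIV minus control, log2) for each tested member of 15 hand-made gene lists, with the list median as a bar. The lists were written before the data were examined, but the interferon list after reading the genes that the study picked on these libraries. Medians were 0.43 for interferon-stimulated genes, 0.47 for NF-kB and inflammatory genes, and −0.28 for mitochondrial transcripts.

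The estrogen program did not move in a single direction. Of 30 estrogen response genes 2 were called higher, the EGFR ligand gene *AREG* (1.31, 15.8 ± 2.19 against 5.78 ± 1.19 TPM) and *KRT13* (1.08), and 3 lower, *TFF3* (−0.88, 104 ± 10.9 against 192 ± 21.2 TPM), the receptor kinase gene *RET* (−0.64) and *STC2* (−0.53, named after its value was seen). Adjusted over the list alone 4 were higher and 4 lower, and the list did not pass (adjusted p = 0.747 with a median of 0.05 and a mean of 0.03, although the test direction was down). *ESR1*, the estrogen receptor gene, was at 65.4 ± 7.91 against 83.9 ± 9.59 TPM (log2 fold change −0.36, adjusted p = 0.184), and *PGR*, the progesterone receptor gene, at 5.72 ± 0.489 against 4.05 ± 0.864 TPM (0.42, adjusted p = 0.208). Neither was called, although both parted the groups without overlap, and the exact permutation p was 0.1 for each. Of 20 luminal genes, *XBP1*, a transcription factor of the secretory pathway, was called lower (−0.56, 934 ± 46.5 against 1387 ± 222 TPM) and 0 were called higher (2 at an unadjusted p below 0.05). The luminal median was 0.03 with a mean of −0.02 (adjusted p = 0.821). Adjusted over the list alone, luminal calls were the same. *XBP1* was also the 1 gene called among 17 of endoplasmic reticulum stress and the amino acid response (1 higher and 2 lower adjusted over the list alone, median −0.15, adjusted p = 0.0642). The calls of *XBP1* (adjusted p up to 0.153) and *RET* (up to 0.0816) ended without any MCF7-GIV library, that of *XBP1* also without control replicate 2, and that of *KRT13* without MCF7-GIV replicate 1 or 2 or control replicate 1 or 2 (up to 0.126).

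Most other lists had at most 2 calls. Single genes were called higher of 8 mesenchymal genes (*TGFBI*, 0.74, list adjusted p = 0.261), 8 fibroblast or MSC markers (*COL5A1*, 0.82, adjusted p = 0.0926), 9 EGFR family genes (*AREG*, adjusted p = 0.0642) and 15 ERK targets (*PHLDA1*, 0.73, adjusted p = 0.305). The same holds for 10 gap junction and nanotube genes (*TNFAIP2*, adjusted p = 0.821) and 9 stem-like genes (*CD44*, list median −0.00 and mean 0.04, adjusted p = 0.940). *SQLE*, squalene epoxidase, was lower (−0.45) among 19 genes of cholesterol synthesis (adjusted p = 0.296). Of 20 actin and focal adhesion genes the filamin gene *FLNA* was higher (0.69) and the tropomyosin gene *TPM1* lower (−0.50), with an adjusted p of 0.261 for the list. Adjusted over the list alone, the calls were 4 higher and 1 lower for actin, 2 and 0 for fibroblast or MSC markers, 1 and 1 for cholesterol synthesis, and unchanged for the mesenchymal, EGFR, ERK, gap junction and stem-like lists. Of 12 leukocyte markers 0 reached the filter, with a highest value of 1.31 TPM in any library. Without MCF7-GIV replicate 2 or 3 or control replicate 2 the calls of *PHLDA1*, *FLNA*, *SQLE*, *TPM1* and *COL5A1* ended, the last 3 also without MCF7-GIV replicate 1 and *TPM1* and *COL5A1* without control replicate 3 (adjusted p up to 0.0851, 0.0666, 0.121, 0.141 and 0.141).

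Limma called 0 genes in 8 further lists. Of 28 cell cycle genes 3 were higher and 1 lower at an unadjusted p below 0.05 (list adjusted p = 0.221), of 19 hypoxia and glycolysis genes 3 and 1 (adjusted p = 0.821), of 20 p53 targets 0 and 1 (adjusted p = 0.940), and of 20 lysosomal genes 3 and 0 (adjusted p = 0.262). In these lists 0 genes were called adjusted over the list alone. Of 17 genes of endocrine and CDK4/6 inhibitor resistance 4 were higher and 2 lower unadjusted (1 and 0 adjusted over the list alone, list adjusted p = 0.296). Of 13 genes of Gi and cAMP signalling 3 were higher and 2 lower (2 and 2 adjusted over the list alone, list adjusted p = 0.296). Of 5 YAP targets 1 was lower (1 adjusted over the list alone, list adjusted p = 0.811), and of 12 reference genes 2 were higher (2 adjusted over the list alone, list adjusted p = 0.351). In all, 25 hand-made lists were tested, of which 5 passed with the preset correlation, 0 with an estimated correlation, and 5 by rotation. The last 5 include the *CCDC88* and *HOOK* family, which holds the gene put into the cells.

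The study had defined borrowed genes, those that MCF7 cells acquire from MSCs in contact co-culture, and intrinsic genes, the response of the tumor cell itself. The lists used here are the parts of these sets that the study kept after overlap with a protein interaction network. Culture conditions differed as well. The study's co-cultures lasted 3 days with low serum and glucose at a physiologic level. The cells here were kept overnight without serum or estrogen in 25 mM glucose. Of the 159 borrowed genes kept, 141 are among the transcripts raised in contact co-culture, but only 10 of the 76 intrinsic ones. The paper's intrinsic set held more proteins than transcripts. Most intrinsic genes were thus defined by protein, while RNA is tested here, so the 2 lists are not compared like for like. Of the 159 borrowed genes kept, 155 were in the table, and 60 reached the filter. Called higher were 4, namely *CCDC88A*, *CAV1*, *ANXA1* and the secreted glycoprotein gene *LGALS3BP* (0.88, 27.5 ± 3.58 against 14.4 ± 1.96 TPM), and 0 were lower (2 at an unadjusted p below 0.05). Adjusted over the list alone, 12 were higher and 1 lower. *CTSA* (−0.07, adjusted p = 0.674), *ANXA5* (−0.26, adjusted p = 0.104) and *HSPA5* (−0.22, adjusted p = 0.372) were the most abundant members that did not pass. All 3 MCF7-GIV values lay above all controls for 20 of the 60 (33.3%), against 12.7% of all genes tested (7.65 expected, exact one-sided hypergeometric p = 3.03e-05) and a chance share of 5%. Of 10000 random lists matched on expression, 0 reached this number (permutation p = 1e-04, the smallest they can give). Without *CCDC88A* and the interferon and antigen presentation genes, 9 of 48 members did so (18.8%, exact one-sided hypergeometric p = 0.151, random-list test p = 0.1255). The interferon list was written after the study's picked genes had been read, 11 of the 32 picked borrowed genes are in it, and they were picked on these libraries by this criterion, so the fall is partly fixed by construction and does not show what the enrichment rests on. The median log2 fold change of the list was 0.16, which passed with the preset correlation (adjusted p = 0.00108) and by rotation (adjusted p = 0.0311), but not with camera when the correlation was estimated (adjusted p = 0.425 with an estimated correlation). The call of *LGALS3BP* ended without MCF7-GIV replicate 2 or 3 or control replicate 2 (adjusted p up to 0.0790).

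All 76 intrinsic genes kept were in the table, and 71 were tested. The 5 called higher were *LCN2*, *IFI27*, *ISG15*, the annexin gene *ANXA2* (0.56, 209 ± 14.0 against 142 ± 9.27 TPM) and *CD44* (0.52), and 0 were lower (3 at an unadjusted p below 0.05). Adjusted over the list alone, 7 were higher and 0 lower. The abundant members *MT-CO2* (−0.11), *MYL6* (0.07, adjusted p = 0.720) and *EEF1G* (−0.06, adjusted p = 0.882) were not called, and the median of the list was 0.03 (adjusted p = 0.0973 with the preset correlation, adjusted p = 0.386 by rotation). All MCF7-GIV values lay above all controls for 17 of 71 (23.9%, exact hypergeometric p = 0.00687, random-list test p = 0.0166, both treating genes as independent). Without the interferon and antigen presentation genes, 14 of 66 did so (exact hypergeometric p = 0.0364, random-list test p = 0.0758). The limit given for the borrowed genes holds here too, as 3 of the 17 picked intrinsic genes are in the interferon list. Without control replicate 3 the number over the whole list rose to 31. Leaving out a library can only ease this criterion for a gene that stays tested. The share over all genes in that fit is not given, so the rise is not ascribed to that library. Without MCF7-GIV replicate 2 or 3 or control replicate 2, 3 members were called, and *ANXA2* (adjusted p up to 0.0804) and *CD44* (up to 0.0974) were not among them.

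Over all list members in the table, whatever their level, 33 of 155 borrowed genes (21.3%) and 17 of 76 intrinsic genes (22.4%) had every MCF7-GIV value above every control value, against 9.10% of all symbols in the table. Every gene that the study itself picked by this criterion, 32 borrowed and 17 intrinsic, met it here. They were chosen on these libraries, so this is not independent evidence of their direction. Of the picked borrowed genes 19 were tested, with 4 called higher over all genes and 15 adjusted over the list alone, and of the 17 picked intrinsic genes 5 were called higher and 15 adjusted over the list alone.

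**Figure D4:**
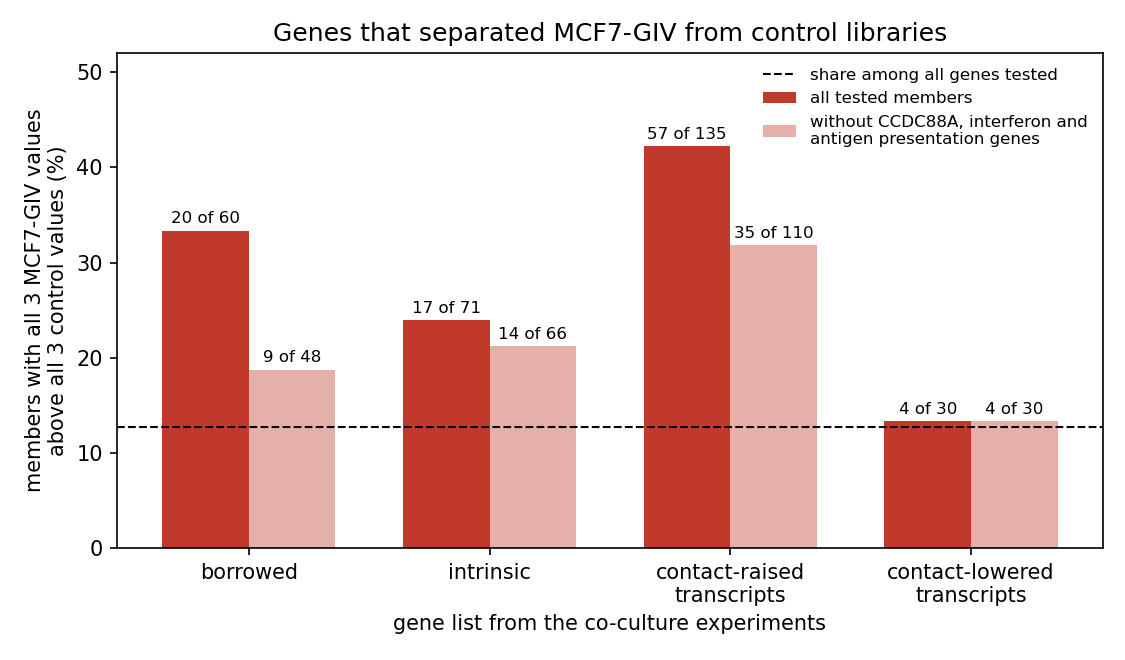
Share of tested list members with all 3 MCF7-GIV values above all 3 control values (%), for all members and without *CCDC88A*, interferon and antigen presentation genes. The dashed line is the 12.7% of all genes tested. Borrowed genes were at 33.3% with and 18.8% without those members, and the fall is partly fixed by construction, since the interferon list was written after the picked genes had been read.

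Transcripts that the study found raised in contact co-culture were more often higher with GIV than other genes. Of 482 such transcripts 449 were in the table and 135 tested, with 17 called higher, among them *LCN2*, *S100A8* and *S100A9*, and 1 called lower, or 39 and 2 adjusted over the list alone. *GDF15* (−0.08, adjusted p = 0.801), *SLC3A2* (0.20) and *CEBPB* (0.20, adjusted p = 0.452) were not called. All MCF7-GIV values lay above all controls for 57 (42.2%, exact hypergeometric p = 1.17e-17), and for 35 of 110 (31.8%) without *CCDC88A* and the interferon and antigen presentation genes. The median was 0.20 (adjusted p = 1.06e-10 with the preset correlation, adjusted p = 0.00905 by rotation, adjusted p = 0.207 with an estimated correlation). Of 30 tested transcripts lowered in contact co-culture, the ubiquitin-conjugating enzyme gene *UBE2E2* was called higher (1.04), and *MSMB* (−0.73) and the locus *AC110619.1* (−0.60) lower, or 4 higher and 5 lower adjusted over the list alone. All MCF7-GIV values lay above all controls for 4 of them and below for 8, and the list did not pass (adjusted p = 0.207). In the transcript and protein signature *ANXA1* and *KYNU*, kynureninase (0.89), were called of 11 tested (5 adjusted over the list alone), and the list passed with the preset correlation (adjusted p = 0.00108) and by rotation (adjusted p = 0.0285), but not with an estimated correlation (adjusted p = 0.364). In the list refined by 3-dimensional cultures *CCDC88A* and *CAV1* were called higher of 12 (4 higher and 1 lower adjusted over the list alone), and the list passed with the preset correlation (adjusted p = 0.00969) and by rotation (adjusted p = 0.00780), but not with an estimated correlation (adjusted p = 0.398). These set tests include *CCDC88A*, the gene put into the cells, and were not run on this list without it. Without it, all MCF7-GIV values lay above all controls for 4 of 11 (exact one-sided hypergeometric p = 0.0414). With the small structured RNAs as a covariate, 1 contact transcript, 1 borrowed gene and 0 intrinsic genes were called, while the list medians were 0.267, 0.239 and 0.0213 and all 3 lists had an unadjusted camera p below 0.05 with the preset correlation. Without control replicate 2 the calls of *UBE2E2* (adjusted p = 0.0542), *MSMB* (up to 0.0666), *AC110619.1* (up to 0.0816) and *KYNU* ended, the last 3 also without MCF7-GIV replicate 2, *AC110619.1* without replicate 1 and *KYNU* without replicate 3.

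Several genes that the study named for co-culture were low or were not called. *EGFR* was at 0.614 ± 0.0877 against 0.518 ± 0.0785 TPM, *WNT5A* at 0.175 ± 0.0263 against 0.201 ± 0.0409 TPM, and *GJA1*, which encodes connexin 43, at 0.0317 ± 0.0173 against 0.0307 ± 0.0386 TPM, all below the filter. *VEGFA* was at 32.9 ± 2.33 against 28.0 ± 2.47 TPM (log2 fold change 0.23, adjusted p = 0.313). *TNFAIP2*, a nanotube marker, was called higher (36.0 ± 1.76 against 24.7 ± 2.18 TPM, 0.53, adjusted p = 0.0299), as was *KYNU* (0.89, SE 0.14, adjusted p = 0.0238).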

Values the study reported

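Among the borrowed genes the study listed n = 32, and among the intrinsic ones n = 17, that told MCF7-GIV from control cells without error in its RNA sequencing, which it gave as approximately 20% of each component.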

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

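The fits on protein-coding genes alone and with the small structured RNAs as a covariate, and the separation over all members in the table, were chosen after the data were seen. *CCDC88A* and *HBD* kept their call under all 18 alternatives run for each gene. Of 51 named genes that were called, 19 kept the call under every alternative fixed before the data were examined, and 0 called genes changed direction. Leaving out at least 1 library ended the calls of 22 and left 29. Where no value or construction is given for a change, the cause was not tested.

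The numbers of genes called, 204 higher and 108 lower, depended on the libraries, the filter, the scaling, the threshold and the small RNA covariate. Leaving out 1 library gave 66 to 263 higher and 20 to 105 lower: 73 and 51 without MCF7-GIV replicate 1, 66 and 43 without replicate 2, 74 and 58 without replicate 3, 74 and 20 without control replicate 2, 263 and 105 without control replicate 1, and 222 and 78 without control replicate 3. More genes were lower after quantile normalization (211), median centring (202) and the composition setting (194), and protein-coding genes alone gave 367 higher and 329 lower, among them all 223 main calls that were tested. No filter gave 42 and 19, with more genes tested. An adjusted p below 0.01 left 55 and 19, a change of at least 2-fold 74 and 33, of at least 4-fold 12 and 1, and a test against a log2 fold change of 1 left 2 and 0 (52 and 11 at an unadjusted p below 0.05). With the small RNA covariate limma called 2 and 0 (337 and 316 unadjusted). With a replicate block the calls were 142 and 76. Only 3 of the 6 libraries correlated best with their own number in the other group, which cannot decide whether the numbers pair the libraries. In both groups the second principal component fell from replicate 1 to 2 and from 2 to 3. With the block, more genes in each direction had an unadjusted p below 0.05 in limma than in the main fit. A batch shared by libraries of the same number therefore stays open.

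Of the list results, calls were fewest without a filter (borrowed 2, intrinsic 2, contact 9) and with the covariate (1, 0 and 1), and most on protein-coding genes alone (13, 8 and 37). Without *CCDC88A*, interferon and antigen presentation members, which leaves fewer genes and removes genes that the study had picked on these libraries, they were 2, 3 and 11. Leaving out 1 library gave 3 to 6 borrowed, 3 to 7 intrinsic and 12 to 20 contact calls. Without a filter and over all members in the table, 33 borrowed and 95 contact genes lay above all controls, under the stricter filter 8 and 29, without the members just named 9 and 35, and with at least 1.5-fold 9 and 27 (3 intrinsic genes). The intrinsic number ran from 17 to 31 over the libraries left out, the highest without control replicate 3. With fewer libraries the criterion is easier to meet, so a rise alone does not show dependence on that library.

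With an estimated correlation in camera, the borrowed list (median 0.16, p = 0.318), the contact list (0.20, p = 0.0776) and the interferon (0.43, adjusted p = 0.0871), antigen presentation (0.34, adjusted p = 0.403), NF-kB (0.47, adjusted p = 0.0871), basal (0.57, adjusted p = 0.543) and mitochondrial (−0.28, adjusted p = 0.618) lists no longer passed. In the other settings the adjusted p was at most 0.00362 for interferon, 0.0168 for antigen presentation, 0.00313 for NF-kB and 0.0221 for basal markers. The mitochondrial list also failed in fry (−0.28, adjusted p = 0.164) and with the covariate (−0.0216, adjusted p = 0.773). Without *CCDC88A*, interferon and antigen presentation members the borrowed median was 0.10 and camera in limma did not pass. The intrinsic median ran from −0.0263 to 0.0885 over the libraries left out. Its camera p with the preset correlation, not adjusted over the study's lists here, was 0.0851 in the main fit. It fell below 0.05 without MCF7-GIV replicate 1 (median 0.0671), MCF7-GIV replicate 2 (0.0156) or control replicate 3 (0.0885), and with the covariate (0.0213). Without depth, whether a low gene is absent or unsampled cannot be judged.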

Other observations

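The tests of the globin cluster and of neighbouring genes, the fits on protein-coding genes alone and with the small structured RNAs, and the gene groups of the next paragraph were chosen after the results were seen.

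Between *S100A10* and *S100A1* (chromosome 1, 151982915 to 153632039), 18 protein-coding genes were tested, of which 7 were called higher and 0 lower. Besides *S100A8*, *S100A9* and *SPRR1B* these were *SPRR1A* (log2 fold change 1.42), *S100A12* (1.27), *S100A10* (0.73) and *S100A11* (0.54). In the same stretch *S100A6* (−0.41, adjusted p = 0.272), *S100A4* (−0.35, adjusted p = 0.478) and *S100A16* (−0.36, adjusted p = 0.0551) were not called. *S100A2* (−0.34), *S100A1* (−0.21), *S100A13* (−0.11) and *TCHH* (−0.02) were also below 0 and not called. *S100A7* (1.70), *SPRR3* (0.85), *PRR9* (0.58) and *S100A14* (0.25) were above 0 and not called. The median of the 18 was 0.56, but the members did not all move in the same direction. Elsewhere the keratin genes *KRT80* (1.21) and *KRT7* (1.02), the laminin chain gene *LAMA3* (1.18), the elastase inhibitor gene *PI3* (1.06), the acute phase genes *CP* (1.34) and *SERPINA3* (SE 0.08, adjusted p = 0.00120 in limma) and the cytokine gene *TGFB1* (0.53) were called higher. The aldo-keto reductase genes *AKR1C2* (1.22), *AKR1C1* (0.80) and *AKR1C3* (0.75) were also called higher, but they are close paralogs and may share reads, and an explanation by NRF2, a regulator of such enzymes, was tested on 25 of its other targets. Their median log2 fold change was 0.0477 (95% bootstrap interval −0.08 to 0.22), limma called 0 (6 at an unadjusted p below 0.05), and the interval leaves that explanation open.

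Dividing the 6 libraries into 3 and 3 in all 10 ways is too few to give a share under 0.05. The count of genes called was reached in 1 of the 10 splits, the real one, with 312 genes against 3 in the highest other split. The same held for borrowed genes called higher (4 against 0, 1 split), intrinsic genes (5 against 0, 1 split), contact co-culture transcripts (17 against 0, 1 split), interferon-stimulated genes (6 against 0, 1 split) and NF-kB genes (5 against 0, 1 split). With at most 3 genes called in any other split, a count of 0 in each list was nearly fixed. The list counts therefore restate the 312 against 3 and are no further support.

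The interferon and NF-kB lists together had 52 tested members with a median log2 fold change of 0.44, 48 of them above 0 and 11 called higher. Protein-coding genes alone were rescaled and filtered anew, so the members tested there may differ from these 52. In that fit the median of the members was 0.436 with 50 above 0. This argues against a few abundant transcripts taking different shares of the libraries. RNA from fibroblasts or MSCs stays open: *COL1A1*, *COL1A2*, *COL3A1*, *SPARC* and *FN1* summed to at most 37.0 TPM in a MCF7-GIV library against 34.8 in a control, and 7 of 8 tested fibroblast or MSC markers were above 0 (median 0.23, 1 called). Another 10 listed markers in the table were below the filter, so their direction was not tested. The bound set beforehand for the sum rested on an assumed profile, as no fibroblast or MSC library is in the table. With the small structured RNAs as a covariate the median was 0.398, but the median SE rose from 0.137 to 0.308 and 0 members were called (15 at an unadjusted p below 0.05). A difference in library preparation and a difference between the groups cannot be told apart here, because those RNAs were higher in all 3 MCF7-GIV libraries. Whether GIV, the vector or the history of the 2 cell populations lies behind the increase is open and was not tested.

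*HBD* was present in the 3 MCF7-GIV libraries and listed at 0 in the controls. Activation of the whole beta-globin cluster would also bring *HBG1*, *HBG2* and *HBE1*, but these reached at most 0.196 TPM where *HBD* was at 45.4 TPM or more, which argues against it. *HBB* has no row in the table. Rows at 0 in every library are absent, so *HBB* may have been at 0 throughout, MCF7-GIV included. A row missing for another reason cannot be told from this, so a change limited to *HBD* and *HBB* was not checked directly. A candidate explanation is globin-derived sequence in the expression vector, since such constructs can carry globin introns or terminators. This is untested, because the vector sequence and the reads were not available, and reads along the gene would decide it.

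Blocks of neighbouring genes shifted together by small amounts. Of 398 windows of 30 protein-coding genes, 14 had a higher and 9 a lower median than a bound of 0.154 in size. The bound is the 95th percentile of the largest window over 1000 shuffles of the genes. Of these 23 windows 12 lay on chromosome 17, 10 of them higher. The largest were −0.31 from *WASHC1* to *LURAP1L* on chromosome 9 and 0.25 from *PLD6* to *B9D1* on chromosome 17. With the preset correlation 7 chromosomes passed camera, the strongest chromosome 22 (median −0.10, 28.4% of genes above 0, adjusted p = 5.67e-07), and with an estimated correlation 0 did (adjusted p = 0.950 for each, 0 at an unadjusted p below 0.05). Removing the trend with GC content, length and level left the chromosome 17 median at 0.0844 from 0.0870, and 17 of the 23 windows stayed beyond the shuffled bound, each of the 23 keeping at least 79.1% of its median. This argues against a GC or length bias as the whole cause. Whether DNA dosage differed between the cell populations is open, since copy number was not measured. A gene's fold change correlated across genes, which are not independent replicates, with the mean of its 10 neighbours at 0.265 in the real split and at most 0.195 in the others, but this restates the pattern and does not support dosage in particular. The shuffles treat neighbouring genes as independent, although neighbours correlated in every split, at 0.142 or more. Windows beyond the shuffled bound could therefore arise without a group difference, and they were not counted in the other splits.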
